A study of Oryza sativa with 30 samples.

How the data were processed

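RNA was measured in 14-day-old seedlings of rice (Oryza sativa, the indica cultivar Pusa Basmati 1) in 30 libraries, made from total RNA with a directional library kit per the labels' protocols. The titles give 10 groups of 3 libraries. WT, KO, OE and FACT_kd are untreated seedlings of the wild type, of a line named H2A.X knockout, of a line named H2A.X overexpression and of a line named FACT knockdown. WT_B5, KO_B5 and OE_B5 carry the word B5 in their titles, and WT_UV carries UV. Per the labels' protocols, seedlings were grown for 11 days on medium with 5 mg per litre of bleomycin sulphate, a drug that breaks DNA, or were given 3000 J of UV light and 20 minutes of recovery. That B5 stands for the bleomycin treatment was inferred from this protocol and is not stated by the titles. The remaining groups are a group named H2A.X knockdown (kd) and its own wild type control (WT_kdcon). These 6 libraries are called the knockdown set and the other 24 the main set.

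The deposited tables hold FPKM (fragments mapped to a transcript, scaled by its length and by the mapped fragments of the library) with lower and upper confidence bounds, per the file headers. Their columns and row identifiers are those of Cufflinks gene tracking tables, 1 table for each library. Aligner, software versions, genome build, annotation release and strand setting are not stated by the labels or the headers. Each library was assembled on its own: a row has either an annotated rice identifier (Os...) or a running number that belongs to that library alone. In the 24 main-set tables, 92.1% to 92.9% of the annotated Os rows were listed at 0, and rows with an annotated identifier held between 0.47% and 0.87% of the FPKM. In the knockdown set these shares were 46.2% to 47.4% and 7.29% to 26.49%. The tables of the 2 sets also differed in their number of rows, 56360 to 57445 against 76134 to 76355, and no levels were tested across the sets. The changes of KO against WT and of kd against WT_kdcon, each taken within its set, were correlated across loci.

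Because identifiers do not carry the signal, the tables were joined by position. The annotated rows gave positions for 32981 Os identifiers, and identifiers whose spans overlapped by 50% of both were merged, which left 31395 loci. For each library, the FPKM of all rows that overlapped a locus by at least 50% of both the row and the locus were summed. Between 78.9% and 82.4% of the FPKM of each main-set library was matched in this way. In the knockdown set the share was 16.3% in 1 library and the median was 83.6%. A locus was left out of a set as unresolved if, in any library of that set, other rows that covered at least 20% of the locus, or lay in it by at least 50% of their length, carried 1 FPKM or more and over 20% of the total there. This removed 11773 loci in the main set and 4931 in the knockdown set. Loci with a row that Cufflinks marked as failed were left out too, 52 in the main set and 1 in the knockdown set. Finally, a locus was left out as inconsistent if any group held a library at 5 FPKM or more that was over 10 times as high as another library of the same group, which removed a further 271 and 52 loci. The median Pearson correlation of log2(FPKM + 1) within groups was 0.8938 before and 0.9831 after these steps in the main set, and 0.9472 and 0.9869 in the knockdown set. Part of that gain follows from the last step itself, which removes loci for differing between replicates.

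The planned design assumed tables with ready gene rows, so the join and the rules for leaving out loci were set after the files had been examined. They went through several versions that were judged by the agreement of replicates. The rule on inconsistent loci was added after a first list of named loci had been seen, because some of those loci were present in 1 library and near 0 in another of the same group. Its first version also required the lower library to be under 1 FPKM, and it was widened after loci just above that level were seen among the named ones. The results without this rule, with its narrower version, with unresolved loci kept and with records joined by identifier alone are given in the closing section. The strand of the rows is not given, so sense and antisense transcripts at a locus were not told apart, and reads shared by near-identical loci were left as the authors' software divided them.

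The depth of a library is not stated. The confidence bounds imply the number of fragments behind a row, and between 49.4% and 56.3% of the low rows in the main set (67.3% to 68.9% in the knockdown set) gave whole fragment numbers. Summed over rows, the bounds implied 6330000 to 9610000 fragments per main-set library and 6590000 to 7390000 per knockdown-set library. Because many rows did not give whole numbers, no count test was used.

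Loci with at least 1 FPKM in at least 3 libraries of the set were tested, 11396 in the main set and 15209 in the knockdown set. Group means of log2(FPKM + 1) were fitted with limma 3.58.1 in R 4.3.3, with 24 libraries in 1 fit and the 6 libraries of the knockdown set in another. Empirical Bayes moderation used a trend with expression, tests were two-sided, and p-values were adjusted by Benjamini-Hochberg over the loci of each comparison. A locus was called at an adjusted p-value under 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low loci. The 12 comparisons comprised 10 between pairs of groups and 2 that ask whether the B5 response differs between a line and the wild type. The fit was tested on simulated data in which 200 loci were changed by 1 on the log2 scale. It recovered from 72.5% (B5 response KO vs WT) to 93.5% (KO_B5 vs WT_B5) of them, and from 3.11% (KO_B5 vs WT_B5) to 8.85% (OE vs WT) of its calls were false. The simulated noise was normal, independent between loci and of the spread that the fit itself had estimated. Lost or fused records and batches were not simulated, so these rates do not cover them. Correlations of changes were taken across loci, which are not independent replicates. Where both comparisons used the same control libraries, 100 simulations of unchanged groups gave the correlation that sharing produces in the absence of any change. In a test added after results had been seen, each such correlation was also taken in the 6 ways that put no WT library in both comparisons.

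The rule for named loci, fixed before the data were examined, took the 2 called loci with the largest rise and the 2 with the largest fall in each comparison, among those with a mean of at least 5 FPKM in the higher group and with no overlap between the libraries of the compared groups. For the B5 response contrasts it took called loci with at least 5 FPKM in any of the 4 groups. The files pair identifiers with no gene names, and 1 Os identifier matched the RefSeq gene table of assembly ASM3414082v1, so loci are given by identifier. The H2A.X loci Os03g0721900 and Os12g0530000 were identified from general knowledge of the rice annotation, after values had been seen. The names SPT16, SSRP1-A and SSRP1-B, the subunits of the histone chaperone FACT, are in the RefSeq table on the same chromosomes, with spans of 5738, 6668 and 5605 bp against 5738, 6666 and 5605 bp in the deposited tables. The planned DNA repair list and the planned summary of other histone H2A genes needed annotated names and are not analysed here. Alternatives were a pseudocount of 0.1, no expression filter, rescaling by median ratios, the replicate number as a block, fits on the compared groups alone, Spearman correlation and leaving out each library in turn. Positions are those of the deposited tables, counted from 1. The join, the further tests and the figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.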

Results

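Transcript levels were measured by RNA sequencing in 14-day-old rice seedlings of lines named for altered expression of the histone variant H2A.X or of the histone chaperone FACT. The 30 libraries formed 10 groups of 3. The main set held the untreated wild type (WT), a line named H2A.X knockout (KO), a line named H2A.X overexpression (OE), a line named FACT knockdown (FACT_kd), the B5-treated groups WT_B5, KO_B5 and OE_B5, and the UV-treated wild type (WT_UV). B5 was read as bleomycin at 5 mg per litre for 11 days. The knockdown set held a group named H2A.X knockdown (kd) and its own wild type control (WT_kdcon). The deposited confidence bounds implied 6330000 to 9610000 fragments per library in the main set and 6590000 to 7390000 in the knockdown set. All levels below are FPKM as the authors' software gave them, summed over the records at a locus, with the SD of 3 libraries. Changes are differences of log2(FPKM + 1) from limma with Benjamini-Hochberg adjusted p-values.

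The H2A.X loci were examined first, since they bear on the group labels. Os12g0530000 (chromosome 12, 20888278 to 20889121) stood at 22.8 ± 1.57 FPKM in WT and Os03g0721900 (chromosome 3, 29291384 to 29292028) at 2.51 ± 0.177 FPKM. In KO, Os12g0530000 was at 11.6 ± 2.99 FPKM, and it fell by 0.95 on the log2 scale (SE 0.17, adjusted p = 2.7e-04). The change of Os03g0721900 in KO was 0.01 (SE 0.12, adjusted p = 0.97). The transcript of neither locus was absent from the KO libraries. RNA levels do not show whether a working protein is made, so they cannot test the knockout label. Among B5-treated seedlings both were lower in KO_B5 than in WT_B5: Os12g0530000 at 6.55 ± 1.75 against 17.1 ± 0.559 FPKM (change -1.28, SE 0.17, adjusted p = 9.5e-06) and Os03g0721900 at 1.86 ± 0.155 against 3.07 ± 0.205 FPKM (-0.51, SE 0.12, adjusted p = 0.00448). Between KO_B5 and KO the change was -0.74 (SE 0.17, adjusted p = 0.00265) for Os12g0530000 and -0.31 (SE 0.12, adjusted p = 0.0677) for Os03g0721900. The B5 response of KO differed from that of WT by -0.52 at Os03g0721900 (SE 0.17, adjusted p = 0.0473), a call that held in 3 of 16 alternatives, and by -0.34 at Os12g0530000 (SE 0.24, adjusted p = 0.406). In OE, Os03g0721900 reached 58.8 ± 2.71 FPKM, a rise of 4.09 (SE 0.12, adjusted p = 1.1e-15). Os12g0530000 was at 0.119 ± 0.033 FPKM in OE and fell by 4.41 (SE 0.17, adjusted p = 6.9e-14), with 2, 3 and 2 implied fragments in the 3 libraries. It was at 0.165 ± 0.00394 FPKM in OE_B5, with 3 implied fragments in each library. After each library was rescaled by its median ratio, the uncalled change of Os03g0721900 in KO became -0.03, and without KO replicate 1 it was -0.15.

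In the knockdown set, Os12g0530000 was at 4.07 ± 0.333 FPKM in kd and 9.67 ± 0.174 FPKM in WT_kdcon, and it fell by 1.07 (SE 0.08, adjusted p = 1.2e-04). Os03g0721900 was higher in kd, at 9.04 ± 2.9 against 4.01 ± 0.608 FPKM, a rise of 0.97 (SE 0.22, adjusted p = 0.0123). The summed level of the H2A.X loci was not tested, and how reads common to both were divided is not known.

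**Figure D1:**
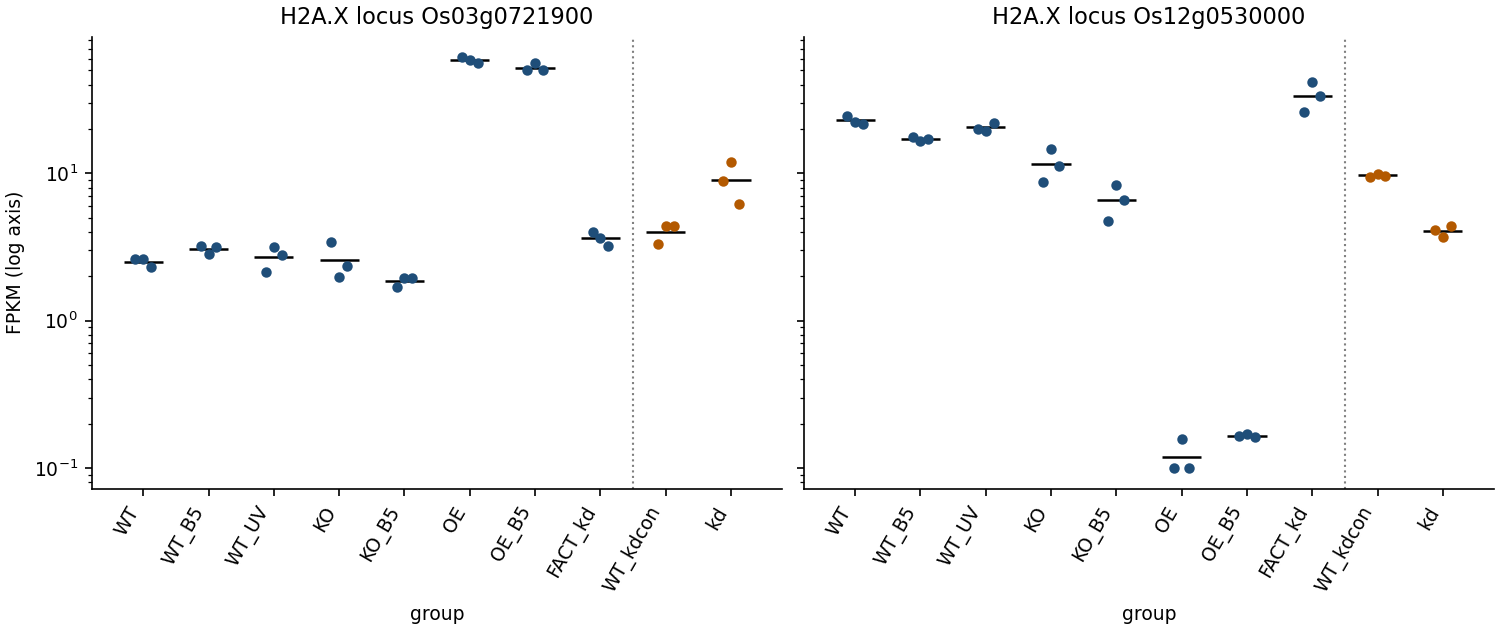
FPKM of the H2A.X loci Os03g0721900 (left) and Os12g0530000 (right) in each library, on a log axis, by group, with points for single libraries and bars for group means; groups right of the dotted line belong to the knockdown set. Os12g0530000 lies near 0.1 FPKM in the OE and OE_B5 libraries, where Os03g0721900 lies above 50 FPKM.

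The FACT subunits were examined in FACT_kd. SPT16 (Os04g0321600, chromosome 4, 14807385 to 14813122) was at 4.27 ± 1.21 FPKM in FACT_kd against 7.93 ± 0.652 FPKM in WT, and it fell by 0.78 (SE 0.15, adjusted p = 2.2e-04). SSRP1-A (Os01g0184900, chromosome 1, 4497719 to 4504384) was at 48.6 ± 1.17 against 52.5 ± 4.58 FPKM, a change of -0.10 (SE 0.06, adjusted p = 0.196) that was not called. It became a call after rescaling, at -0.26 (adjusted p = 0.00295; over its 10 alternatives the adjusted p ran from 0.00295 to 0.689). SSRP1-B (Os05g0182600, chromosome 5, 4965425 to 4971029) was higher in FACT_kd, at 2.72 ± 0.338 against 1.61 ± 0.272 FPKM, a rise of 0.51 (SE 0.11, adjusted p = 5.4e-04). Os12g0530000 was at 33.7 ± 7.75 FPKM in FACT_kd. Its rise of 0.52 (SE 0.17, adjusted p = 0.016) was no longer called after rescaling (0.37, adjusted p = 0.0849) or without FACT_kd replicate 2 (0.36, adjusted p = 0.108) or WT replicate 3 (0.48, adjusted p = 0.052). Os03g0721900 was at 3.62 ± 0.415 FPKM in FACT_kd, a rise of 0.39 (SE 0.12, adjusted p = 0.0118). That rise was not called after rescaling (0.28, adjusted p = 0.0747) or without FACT_kd replicate 1 (0.33, adjusted p = 0.0572).

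The KO line was compared with WT to ask which transcripts differ in the line named H2A.X knockout, in which transcripts of both H2A.X loci were measured. Of 11396 loci tested, 2835 were called (24.9%), 1878 higher and 957 lower. The median size of the called changes was 0.48 on the log2 scale, and 276 rises and 89 falls reached 1. Of the alternatives fixed in advance, a fit on the 6 libraries alone moved this count most and called 2081 loci. Rescaling called 2742 loci and lowered the share that was higher from 66.2% to 54.4%. Joining records by identifier alone left 8 calls. Os07g0469200 (chromosome 7, 16748942 to 16749655) was at 123 ± 27.2 FPKM in KO and 0.221 ± 0.0912 FPKM in WT, a change of 6.65 (SE 0.17, adjusted p = 2.8e-16). It was also at 63.3 FPKM in WT_B5 and 46.6 FPKM in WT_UV. Os01g0610050 (chromosome 1, 24124911 to 24125477) was at 44.3 ± 5.85 FPKM in KO and listed at 0 in the WT libraries (adjusted p = 5.3e-08). Os07g0291100 (chromosome 7, 11280349 to 11285318) was at 0.21 ± 0.0538 against 27.8 ± 2.13 FPKM and fell by 4.57 (SE 0.12, adjusted p = 4.3e-16). Os07g0407700 (chromosome 7, 12652916 to 12656453) was listed at 0 in the KO libraries and was at 16.4 ± 1.85 FPKM in WT (adjusted p = 1.9e-15).

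The OE line differed from WT at 3179 loci (27.9%), 1848 of them higher and 1331 lower. Rescaling lowered the share that was higher from 58.1% to 51.7%. The median size of the calls was 0.52, and 332 rises and 166 falls reached 1. Os01g0563000 (chromosome 1, 21415022 to 21441440) was at 79.1 ± 10.5 FPKM and Os03g0575500 (chromosome 3, 21030442 to 21031298) at 76.4 ± 7.86 FPKM in OE, and both were listed at 0 in the WT libraries (adjusted p = 1.3e-19 and 1.4e-22). Both were listed at 0 in every other group except OE_B5. Os09g0409100 (chromosome 9, 14479033 to 14479842) was at 1.87 ± 0.607 against 218 ± 9.8 FPKM and fell by 6.28 (SE 0.13, adjusted p = 6.6e-18). Os07g0137600 (chromosome 7, 1985492 to 1987785) was listed at 0 in the OE libraries and was at 69.7 ± 3.87 FPKM in WT (adjusted p = 5.0e-12).

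FACT_kd differed from WT at 5183 loci (45.5%), 3631 higher and 1552 lower. The median change of all tested loci was 0.14, and after rescaling it was 0.02, with 4860 calls of which 52.3% were higher, against 70.1% before. The median size of the calls was 0.57, and 665 rises and 267 falls reached 1. Os12g0555200 (chromosome 12, 22591681 to 22593505) was at 122 ± 3 against 2.84 ± 0.32 FPKM, a rise of 5.00 (SE 0.08, adjusted p = 4.4e-20). Os06g0271500 (chromosome 6, 9130980 to 9135885) was at 34.2 ± 10.5 FPKM and listed at 0 in the WT libraries (adjusted p = 7.9e-16). Os03g0592500 (chromosome 3, 22000043 to 22001240) was at 15.4 ± 0.441 against 862 ± 9.68 FPKM and fell by 5.71 (SE 0.07, adjusted p = 8.1e-22). Os08g0503700 (chromosome 8, 24883255 to 24886266) was at 4.16 ± 0.394 against 235 ± 9.75 FPKM and fell by 5.52 (SE 0.17, adjusted p = 1.2e-15). These loci varied widely over the other groups too: Os03g0592500 was at 158 FPKM in KO and 9.7 FPKM in WT_UV.

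The group named H2A.X knockdown, in which 1 H2A.X locus was lower and the other higher, differed from its own control at 6952 of 15209 loci (45.7%), 1748 higher and 5204 lower. Among these calls, 447 rises and 445 falls reached 1, so the excess of falls lay in the smaller changes. The median change of all tested loci was -0.18. After rescaling it was -0.01, and 5696 loci were called, 51.4% of them higher against 25.1% before. Of the 6952 calls, 4516 (65%) were called with the same sign after rescaling. Os08g0137800 (chromosome 8, 2129613 to 2130595) was at 112 ± 3.48 against 1.53 ± 0.7 FPKM, a rise of 5.52 (SE 0.20, adjusted p = 8.8e-06). Os04g0470901 (chromosome 4, 23527103 to 23527678) was at 40.8 ± 2.72 FPKM in kd and listed at 0 in the control libraries (adjusted p = 1.4e-06). Os08g0106300 (chromosome 8, 319646 to 321012) was at 0.335 ± 0.156 against 61.5 ± 16.3 FPKM and fell by 5.52 (SE 0.19, adjusted p = 7.0e-06). Os01g0376200 (chromosome 1, 15542003 to 15542526) was at 0.701 ± 1.21 against 46.7 ± 10.5 FPKM and fell by 5.01 (SE 0.45, adjusted p = 2.6e-04).

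B5-treated and untreated wild type differed at 1834 loci (16.1%), 1199 higher and 635 lower in WT_B5. After rescaling 53.8% of the calls were higher, against 65.4% before. The median size of the calls was 0.48, and 137 rises and 49 falls reached 1. Os07g0469200 was at 63.3 ± 5.79 against 0.221 ± 0.0912 FPKM, a rise of 5.72 (SE 0.17, adjusted p = 6.3e-15). Os07g0236200 (chromosome 7, 7581082 to 7583491) was at 28.8 ± 4.62 FPKM and listed at 0 in the WT libraries (adjusted p = 8.2e-16). It was also at 41.2 FPKM in the untreated KO and 21.3 FPKM in WT_UV. Os09g0409100 was at 32.8 ± 0.83 against 218 ± 9.8 FPKM and fell by 2.69 (SE 0.13, adjusted p = 3.1e-11). Os06g0316300 (chromosome 6, 12212221 to 12213070) was at 15.2 ± 0.939 against 67 ± 2.4 FPKM and fell by 2.07 (SE 0.07, adjusted p = 6.3e-14).

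UV-treated and untreated wild type differed at 5827 loci (51.1%), 3225 higher and 2602 lower in WT_UV. The median size of the calls was 0.7, and 1362 rises and 581 falls reached 1. Os03g0180800 (chromosome 3, 4232004 to 4233038) was at 126 ± 5.87 against 0.347 ± 0.305 FPKM, a rise of 6.58 (SE 0.16, adjusted p = 2.3e-17). Os04g0604300 (chromosome 4, 30482211 to 30483492) was at 151 ± 12 against 0.829 ± 0.175 FPKM, a rise of 6.38 (SE 0.09, adjusted p = 5.4e-21). Os03g0592500 was at 9.7 ± 0.785 FPKM in WT_UV and fell by 6.34 (SE 0.07, adjusted p = 1.4e-22). Os08g0503700 was at 2.3 ± 0.0613 FPKM and fell by 6.16 (SE 0.17, adjusted p = 7.4e-17). WT_kdcon, the untreated wild type of the knockdown set, was at 53.4, 254, 11.9 and 24.6 FPKM at these loci, in the order given. Levels were not tested across the sets. The listed levels of untreated wild types thus differed widely here, so these loci cannot be read as responses to UV alone.

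**Figure D2:**
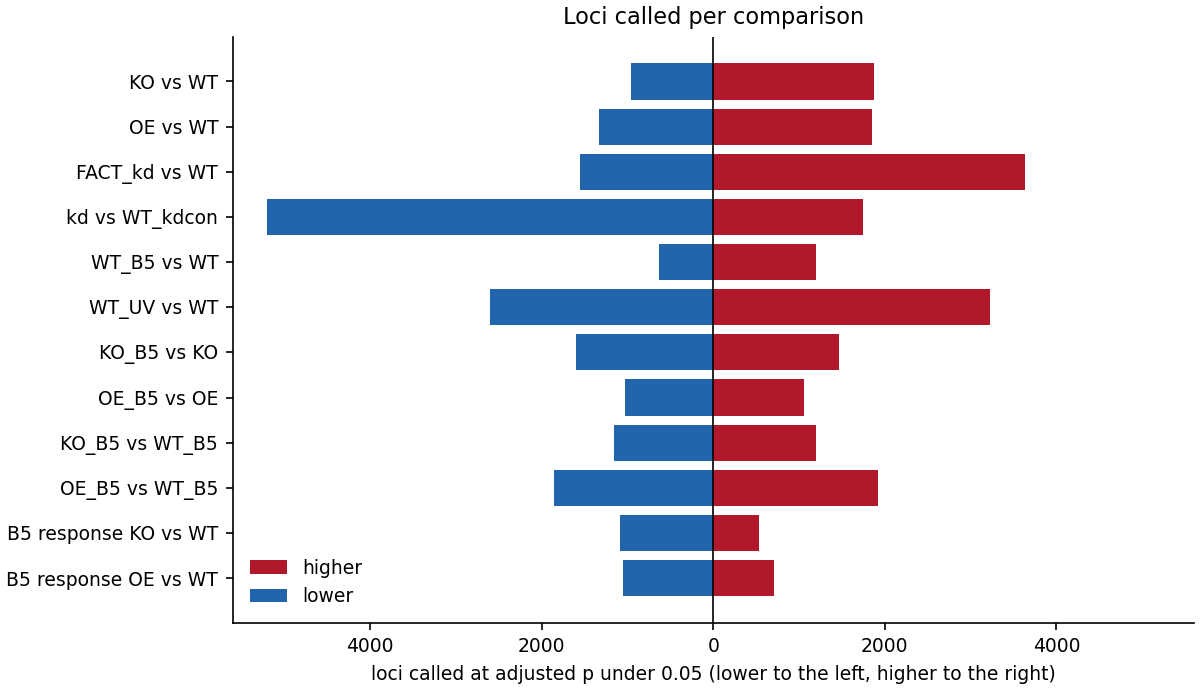
Number of loci called at an adjusted p-value under 0.05 in each of the 12 comparisons, with loci lower in the first-named group to the left and loci higher to the right. The comparison of kd with WT_kdcon has 5204 lower and 1748 higher loci, and the WT_UV comparison 2602 lower and 3225 higher.

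The B5 response was then measured within each line. KO_B5 differed from KO at 3061 loci (26.9%), 1464 higher and 1597 lower. Falls that reached 1 outnumbered such rises, 189 to 83. Os10g0451700 (chromosome 10, 16476146 to 16477079) was at 14.7 ± 4.8 FPKM in KO_B5 and listed at 0 in the KO libraries (adjusted p = 1.6e-14). Os10g0451900 (chromosome 10, 16481078 to 16482112) was at 11.5 ± 4.52 against 0.0195 ± 0.0338 FPKM, a rise of 3.56 (SE 0.14, adjusted p = 6.9e-13). Os10g0504900 (chromosome 10, 19303783 to 19304325) was listed at 0 in the KO_B5 libraries and was at 25.1 ± 0.524 FPKM in KO (adjusted p = 2.5e-08). Os01g0186900/Os01g0186950, a locus of 2 merged identifiers (chromosome 1, 4646434 to 4648130), was at 3.06 ± 0.361 against 87.7 ± 4.26 FPKM and fell by 4.45 (SE 0.12, adjusted p = 8.6e-16).

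OE_B5 differed from OE at 2090 loci (18.3%), 1056 higher and 1034 lower, and the share that was higher went from 50.5% to 43.6% after rescaling. Os08g0452900 (chromosome 8, 22159610 to 22161424) was at 34.6 ± 2.09 against 3.88 ± 0.881 FPKM, a rise of 2.88 (SE 0.17, adjusted p = 2.4e-10). Os07g0537500 (chromosome 7, 21133305 to 21140628) was at 38 ± 27.5 against 3.63 ± 0.544 FPKM, a rise of 2.80 (SE 0.52, adjusted p = 5.4e-04) with a wide spread between the OE_B5 libraries; leaving out 1 library at a time gave 2.25 to 3.41. Os07g0142100 (chromosome 7, 2175193 to 2175719) was listed at 0 in the OE_B5 libraries and was at 29.3 ± 4.3 FPKM in OE (adjusted p = 6.1e-08). Os04g0678700 (chromosome 4, 34663055 to 34664559) was at 0.979 ± 0.207 against 9.18 ± 0.301 FPKM and fell by 2.37 (SE 0.10, adjusted p = 1.6e-12).

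Among B5-treated seedlings, KO_B5 differed from WT_B5 at 2353 loci (20.6%), 1194 higher and 1159 lower (50.7% higher, and 45.3% after rescaling). Os06g0271500 was at 29.2 ± 2.11 FPKM and Os01g0672600 (chromosome 1, 27623546 to 27623897) at 28.1 ± 4.47 FPKM in KO_B5, and both were listed at 0 in the WT_B5 libraries (adjusted p = 3.0e-15 and 8.4e-10). Os08g0131200 (chromosome 8, 1755976 to 1757069) was listed at 0 in the KO_B5 and OE_B5 libraries and was at 70.9 ± 8.46 FPKM in WT_B5 (adjusted p = 2.8e-21 and 7.0e-22). Os02g0765400 (chromosome 2, 32243175 to 32245008) was at 0.0429 ± 0.0405 FPKM in KO_B5 against 22.7 ± 9.54 FPKM in WT_B5 and fell by 4.43 (SE 0.25, adjusted p = 7.8e-11). OE_B5 differed from WT_B5 at 3781 loci (33.2%), 1925 higher and 1856 lower (50.9% higher, and 47.8% after rescaling). Os01g0382000 (chromosome 1, 15934495 to 15935317) was at 70.4 ± 0.552 FPKM in OE_B5 against 0.0357 ± 0.0312 FPKM, a rise of 6.11 (SE 0.13, adjusted p = 8.7e-18). Os01g0563000 was at 65.6 ± 13.4 FPKM in OE_B5 and listed at 0 in WT_B5 (adjusted p = 2.0e-19), and Os07g0137600 was listed at 0 in OE_B5 and was at 66.9 ± 0.74 FPKM in WT_B5 (adjusted p = 4.1e-12).

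Whether the B5 response differed between lines was tested as a difference of differences. Between KO and WT it differed at 1621 loci (14.2%), with the response higher in KO at 533 and lower at 1088. Os10g0451700 was listed at 0 in the WT, WT_B5 and KO libraries and was at 14.7 ± 4.8 FPKM in KO_B5 (adjusted p = 5.7e-12). At Os10g0451900 the difference was 3.55 (SE 0.20, adjusted p = 1.7e-10). At Os07g0469200 the difference was -5.94 (SE 0.24, adjusted p = 8.2e-13), with 123 ± 27.2 FPKM in KO, 108 ± 32.6 FPKM in KO_B5, 63.3 ± 5.79 FPKM in WT_B5 and 0.221 ± 0.0912 FPKM in WT. At Os06g0509900 (chromosome 6, 18201961 to 18202883) the difference was -4.34 (SE 0.36, adjusted p = 4.7e-08), with 21.5 ± 1.89 FPKM in WT_B5 and 0.868 ± 0.844 FPKM in KO_B5. Between OE and WT the response differed at 1754 loci (15.4%), higher in OE at 708 and lower at 1046. The difference was 4.48 at Os09g0409100 (SE 0.19, adjusted p = 2.4e-12) and 2.59 at Os06g0199400 (chromosome 6, 5045385 to 5046360; SE 0.30, adjusted p = 3.8e-06). It was -5.82 at Os07g0469200 (SE 0.24, adjusted p = 1.8e-12). Os07g0142100 was listed at 0 in the WT and OE_B5 libraries and was at 29.3 ± 4.3 FPKM in OE and 1.15 ± 1.02 FPKM in WT_B5 (adjusted p = 7.6e-07).

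**Figure D3:**
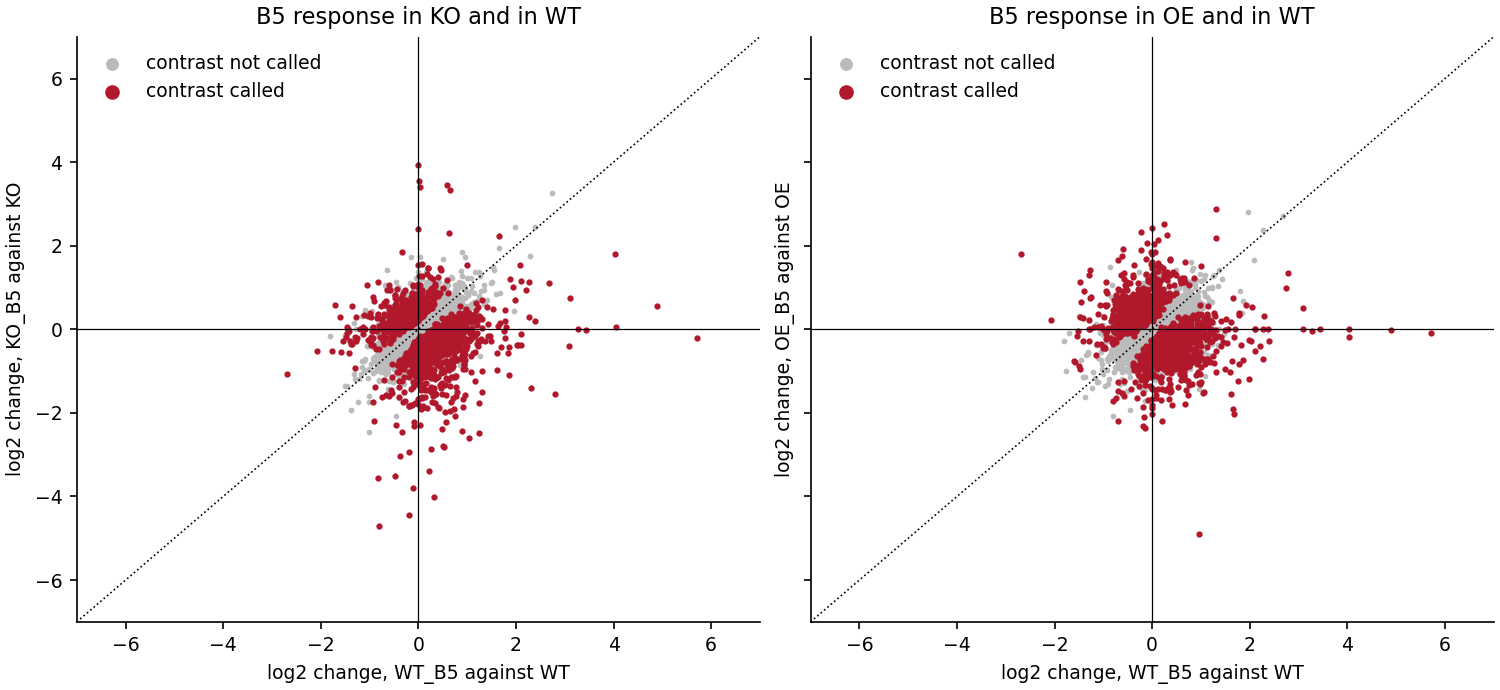
Log2 change between B5-treated and untreated seedlings in WT (horizontal axis) against that in KO (left) or OE (right), 1 point per locus, with the loci called in the difference of the responses in red and equal responses on the dotted line. The red points number 1621 on the left and 1754 on the right.

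The 6 planned correlations of changes were taken across loci, which are not independent replicates. KO and kd changes, which share no library, had a Pearson r of 0.21 over 10024 loci, and of 1477 loci called in both, 755 (51.1%) had the same sign. Spearman's rho was 0.07. KO and OE changes against WT had an r of 0.34, where unchanged groups simulated against shared controls gave 0.50. For KO and FACT_kd, r was 0.52, within the simulated range, whose highest value was 0.53. The WT_B5 and WT_UV changes had an r of 0.38, below the 0.50 of the simulation. The simulation holds no real changes, so it does not say how much of these correlations came from sharing. With no WT library in both comparisons, the mean r over 6 ways to part them was 0.24 for KO and OE, 0.43 for KO and FACT_kd and 0.30 for WT_B5 and WT_UV. The B5 response of WT had an r of 0.22 with that of KO and of 0.07 with that of OE, and no library is shared in these. Of the loci called in both responses, 75.4% of 939 had the same sign for KO and 56.7% of 753 for OE.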

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

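The tests in this part were fixed before their results were seen. They concern the difference of the B5 response between lines, which was picked out because it was tested directly and many loci were called.

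The B5 response differed between KO and WT at 1621 loci. Libraries were exchanged between the lines within each treatment in 100 splits. Of these, 1 gave as many calls, the real one, and the highest count in another split was 1242. That split exchanged 2 treated libraries and no untreated ones. The next, with 1224 calls, exchanged 1 treated and 3 untreated libraries. Splits with 1022, 933 and 931 calls exchanged 2 untreated and no treated ones. An exchange puts the difference between the lines into the contrast or the spread, in both lines tested here, so the splits show how the calls depend on the grouping and are not a clean measure of chance. Loci whose assembled records were lost or fused in some libraries might produce such calls. Among the 9749 loci at 1 FPKM or more in every library of the 4 groups, 14.3% were called, against 14.2% of all loci tested, and they held 86.1% of the calls, which argues against lost records as the main source. Groups harvested at different times of day could also differ in this way. Of the 4 clock loci with usable values, 0 were called in this contrast, and 2990 of all loci had an unadjusted p under 0.05. With 4 loci, harvest time cannot be told apart from an effect of the line. Batches of seedlings or libraries are not given by the labels, and each group was a single set of 3 libraries, so a batch that follows a group stays open too. A dependence of the B5 response on H2A.X is among the open explanations and was not tested further.

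The B5 response differed between OE and WT at 1754 loci. Here 4 of 100 splits gave as many calls, the real one included, and the other 3 called 2118, 2138 and 2159 loci. Each of those 3 exchanged 2 untreated libraries of OE and WT and no treated ones, so part of the difference between the lines entered their contrast, as for KO. Among the 9630 loci at 1 FPKM or more in every library of the 4 groups, 15.0% were called, against 15.4% of all loci, and they held 82.6% of the calls, which again argues against lost records as the main source. Of the clock loci, 1 of 4 was called (exact hypergeometric p = 0.488), which leaves harvest time open as a possible explanation. Both contrasts use the same WT and WT_B5 libraries, so anything particular to those 6 libraries would enter both. The effect of H2A.X overexpression on the response stays open and was not tested further.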

How the results depend on the processing

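The tests with inconsistent loci kept, with the narrower rule for inconsistent loci, with unresolved loci kept and with records joined by identifier alone were chosen after results had been seen; the other alternatives were fixed before the data were examined.

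Every count of called loci stayed within 1.5 times its value under the alternatives fixed in advance, and also with inconsistent or unresolved loci kept and under the narrower rule. Fits that each left out 1 library called from 2307 to 2425 loci for KO, 2701 to 2730 for OE, 4672 to 4791 for FACT_kd, 5715 to 5908 for kd, 1481 to 1533 for WT_B5 and 5248 to 5370 for WT_UV. They called 2434 to 2679 for KO_B5 against KO, 1737 to 1756 for OE_B5 against OE, 1940 to 1972 for KO_B5 against WT_B5 and 3246 to 3315 for OE_B5 against WT_B5. For the B5 response contrasts they called 1361 to 1573 loci (KO) and 1545 to 1630 (OE). Joined by identifier alone, far fewer loci were called: KO 8, OE 18, FACT_kd 22, kd 714, WT_B5 6 and WT_UV 59, KO_B5 against KO 7, OE_B5 against OE 11, KO_B5 against WT_B5 2, OE_B5 against WT_B5 33, and 5 (KO) and 7 (OE) for the B5 response. In this join 101 of the 2835 KO calls, 160 of the 5183 FACT_kd calls and 2648 of the 6952 kd calls were tested at all. Of these, 5, 16 and 593 were called again with the same sign. Fewer loci tested thus accounts for part of the loss, and the cause of the rest was not tested. All 12 counts rest on the join by position.

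Rescaling moved the balance of rises and falls. The share of calls that were higher went from 66.2% to 54.4% for KO, from 70.1% to 52.3% for FACT_kd, from 25.1% to 51.4% for kd and from 65.4% to 53.8% for WT_B5. Of the calls, 86.4%, 79%, 65% and 88.6% in the same order were called again with the same sign. The share went from 58.1% to 51.7% for OE, 55.3% to 54.2% for WT_UV, 47.8% to 45.3% for KO_B5 against KO, 50.5% to 43.6% for OE_B5 against OE, 50.7% to 45.3% for KO_B5 against WT_B5 and 50.9% to 47.8% for OE_B5 against WT_B5. For the B5 response it went from 32.9% to 39.3% (KO) and from 40.4% to 42.7% (OE). Rescaling by the median ratio centres the changes: the median over all tested loci went from 0.05 to 0 for KO, 0.14 to 0.02 for FACT_kd, -0.18 to -0.01 for kd and 0.04 to 0 for WT_B5. A move of the share towards 50% in these 4 is thus built into the rescaling and does not show which balance is right. Whether total RNA changed was not tested.

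The replicate numbers did not pair the libraries: same-number correlations of deviations lay between -0.02 and 0.04. With the replicate block 2806 loci were called for KO, 6184 for kd and 1559 and 1734 for the B5 response of KO and OE, and none of the 12 counts moved by over 1.5 times.

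The named loci make 48 pairs of a locus and a comparison, with 34 distinct loci. They kept sign and call in the 188 values with a pseudocount of 0.1, rescaling, the replicate block or the compared groups alone, and in the 318 values that left out 1 library. A further 18 fits without 1 library gave no value for Os04g0470901, Os08g0106300, Os10g0451700 or Os10g0451900. These left out a library of the only group that expressed the locus enough, which put it below the filter of 3 libraries at 1 FPKM, so the effect of those libraries on these 4 loci was not tested. The list itself depended on the rule for inconsistent loci: 33 of the 48 pairs were also named with such loci kept, and 44 under the narrower rule.

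Among the H2A.X and FACT loci, small uncalled changes changed sign after rescaling: Os03g0721900 in KO (-0.03), SPT16 in KO (-0.01), SSRP1-A in KO (-0.05), OE (-0.02) and kd (0.11). The fall of SSRP1-A in FACT_kd became a call after rescaling (-0.26, adjusted p = 0.00295, with a range of 0.00295 to 0.689 over its 10 alternatives). Without 1 library at a time, the change in KO ran from -0.15 to 0.13 for Os03g0721900, -0.05 to 0.08 for SSRP1-A and -0.08 to 0.04 for SSRP1-B, and the change of SSRP1-A in OE from -0.03 to 0.09. In FACT_kd, the rise of Os03g0721900 was not called after rescaling (0.28, adjusted p = 0.0747) or without FACT_kd replicate 1 (0.33, adjusted p = 0.0572), and its adjusted p ran from 0.00979 to 0.0747 over 10 alternatives. That of Os12g0530000 was not called after rescaling (0.37) or without WT replicate 3 (0.48) or FACT_kd replicate 2 (0.36). The sign changes after rescaling come from the factors alone, since each library was divided by 1 factor: 0.953 to 0.957 in WT, 0.995 to 0.998 in KO, 0.98 to 0.983 in OE, 1.07 in WT_kdcon and 0.933 to 0.935 in kd. The changes that took the other sign without 1 library were smaller than their SE with all libraries. In KO_B5 against WT_B5 both H2A.X loci stayed lower and called in all 10 alternatives. The fall of Os12g0530000 from KO to KO_B5 was not called in a fit on the compared groups alone (-0.74, adjusted p = 0.067). That of Os03g0721900 became a call without KO replicate 2 (-0.43, adjusted p = 0.0162) and shrank to -0.14 without KO replicate 1 (adjusted p = 0.382). The difference of the B5 response at Os03g0721900 was called in 3 of 16 alternatives, with adjusted p from 0.0131 to 0.121. It was not called after rescaling (-0.49, adjusted p = 0.0621), with the replicate block (adjusted p = 0.0596) or with the compared groups alone (adjusted p = 0.0947). At Os12g0530000 the uncalled difference of the response ran from -0.51 without KO replicate 1 to -0.16 without KO replicate 2. It was called in 0 of 16 alternatives.

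Of the correlations, KO with kd went from 0.21 to 0.07 by Spearman's rho and to 0.10 with unresolved loci kept. KO with OE went to 0.39 with unresolved loci kept, and KO with FACT_kd to 0.56 by rho. WT_B5 with WT_UV was 0.41 at a pseudocount of 0.1 and 0.32 by rho. The B5 responses of WT and KO gave 0.20 at a pseudocount of 0.1, 0.25 by rho and 0.12 with unresolved loci kept. Those of WT and OE gave 0.03 at a pseudocount of 0.1 and -0.00 with unresolved loci kept. The cause was not tested. The DNA repair list and its alternatives (fry, an estimated correlation, another pseudocount and the block) were not run, because the list needs gene names that were not used here. A fit on the compared groups alone is the main design of the knockdown set and gives no separate value there.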

Other observations

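The tests on the strand setting, on the shared changes of FACT_kd and WT_UV and on loci switched in WT_B5 were chosen after their results had been seen; the others were fixed before.

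For each comparison between a pair of groups, 1 of the 10 splits of the 6 libraries, the real one, gave as many calls; the highest count in any other split was 4. With 3 libraries against 3 the share cannot go under 0.1, so the splits do not decide. This holds for KO, OE, FACT_kd, kd, WT_B5 and WT_UV and for the 4 comparisons of B5-treated groups.

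Os12g0530000, an H2A.X locus, was near 0 in both OE groups while Os03g0721900 rose. A deletion reaching the neighbouring loci may cause this. Of 4 expressed neighbours, the lowest ratio to the untransformed control group was 0.611 and the highest 1.33, which argues against a large deletion; a deletion of the locus alone stays open. Reads divided between the loci could also move from one to the other. The WT level of Os12g0530000 equals 40.6% of the rise of Os03g0721900 in OE, so a shift of reads and silencing of the endogenous gene cannot be told apart without the reads.

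Loci with means under 0.2 FPKM in both groups of 1 line and at 5 FPKM or more in every other group of the main set, or the reverse, were listed. OE had 25 (6 silent, 19 active), and 12 of them (48%) lay on chromosome 1, which holds 14.2% of the tested loci. Pairs of adjacent members of the list with starts at most 200 kb apart numbered 5, against a mean of 0.408 in 10000 random lists (one-sided permutation p = 0.0002). A candidate explanation for these 5 close pairs is a few large deleted or exchanged chromosome segments in the OE plants, so that some differences from WT come from the line's background. KO had 2 such loci and 0 close pairs, too few to decide. Os07g0291100, on chromosome 7 like the listed Os07g0407700, missed the limit for silence. It was at 0.21 FPKM in KO and 0.364 in KO_B5, against 19.8 (WT_UV) to 33.8 (FACT_kd) in the other main-set groups.

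The loci Os09g0346500 and Os03g0592500 differed 146-fold and 88.9-fold between the highest and lowest group means of the main set, and were lowest in WT_UV and next lowest in FACT_kd. The 146-fold value is loose, because Os09g0346500 was at 13.6 ± 11.3 FPKM in WT_UV. Different harvest times might produce these differences. The test fixed beforehand asked whether LHY and PRR1/TOC1, clock loci named from general knowledge, ran opposite to each other. Over the 8 group means, Spearman's rho was 0.31 (exact two-sided p = 0.462) and Pearson's r 0.25 (exact p = 0.598; 0.34 without the 2 groups farthest from the median of LHY), while the loci varied 4.14-fold and 3.66-fold. Neither outcome stated beforehand was met. With 2 loci, and LHY between 1.41 and 5.83 FPKM in the group means, the test could not decide, so harvest time stays open. PRR95, another clock locus, was at 144 FPKM in WT, 3.17 in WT_UV and 2.75 in FACT_kd. In the same order, PRR59 was at 33.1, 15.5 and 13.4 FPKM, PRR1/TOC1 at 43.6, 18.7 and 17.7, and LHY at 5.83, 1.64 and 2.14. All 4 usable clock loci were thus lower in WT_UV and FACT_kd than in WT. LHY was also low in KO, at 1.41 FPKM.

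FACT_kd and WT_UV changes against WT had an r of 0.47 across loci, and 2708 of 3343 loci called in both (81%) had the same sign. The spread of single WT libraries that both comparisons share might produce this. With no WT library in both comparisons, r was 0.41 to 0.43 over the 6 ways to part them, which argues against this spread as the main source of the correlation. The share with the same sign was not retaken in this way, so how much of the 81% came from the shared libraries is not known. Anything common to all 3 WT libraries, such as a batch of seedlings or a harvest time, would still enter both comparisons and stays open. The 4 usable clock loci were all lower in WT_UV and FACT_kd than in WT, so harvest time is a candidate here. A response common to FACT_kd and UV stays open as well.

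Of loci silent in WT and active in WT_B5, there were 3: Os07g0236200, Os07g0242050 and Os07g0255300, at 7581082 to 8710266 on chromosome 7. They were chosen after their values were seen. All 3 were also active in WT_UV and the untreated KO, and 0 in OE and FACT_kd. These groups had no B5, so seedling batches that differ in which loci are active may explain them. Of the B5-treated lines, KO_B5 had the 3 loci at 60.8, 27.4 and 16.3 FPKM. OE_B5 had all 3 at 0, so B5 did not go with their activity in the OE line. Os07g0469200, at 16748942 to 16749655 on the same chromosome, had the same pattern but missed the limit for silence: it was at 0.221 FPKM in WT, 63.3 in WT_B5, 46.6 in WT_UV, 123 in KO, 0.237 in OE and 0.149 in FACT_kd. It was at 108 FPKM in KO_B5 and 0.148 in OE_B5. With so few loci, picked for this pattern, seedling batches cannot be told apart from effects of B5, UV and the KO line on the same loci.

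In the main set, a median of 42.9% of annotated identifiers listed at 0 had matched records at 1 FPKM or more, against 4.25% in the knockdown set. A strand setting the wrong way round in the authors' run might cause this, but other differences between the runs would too, and the strand of the records is not given.

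In WT_kdcon replicate 2, 1 record of 77 bp on chromosome 9 (11946524 to 11946600) was listed at 3370750 FPKM, 78.6% of that library's sum.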
